# Conservation of Differential Animal MicroRNA Processing by Drosha and Dicer

**DOI:** 10.3389/fmolb.2021.730006

**Published:** 2022-01-03

**Authors:** Xiaoxiao Zhang, Fanming Yang, Fanzou Liu, Qiuhuan Tian, Min Hu, Peng Li, Yan Zeng

**Keywords:** relative specificity, microRNA, drosha, dicer, secondary structure, differential cleavage

## Abstract

In complex biochemical systems, an enzyme, protein, or RNA, symbolized as E, has hundreds or thousands of substrates or interacting partners. The relative specificity hypothesis proposes that such an E would differentially interact with and influence its many distinct, downstream substrates, thereby regulating the underlying biological process (es). The importance of relative specificity has been underappreciated, and evidence of its physiological consequences particularly lacking. Previously we showed that human Drosha and Dicer ribonucleases (RNases) both discriminate their respective microRNA (miRNA) substrates, and that differential cleavage by Drosha contributes to global differential miRNA expression. If relative specificity is an important biological mechanism, it should be evolutionarily conserved. To test this hypothesis, we hereby examined the cleavage of hundreds of zebrafish and fruitfly miRNA intermediates by Drosha and Dicer and the impact on miRNA biogenesis in these organisms. We showed that Drosha action regulates differential miRNA expression in zebrafish and fruitflies and identified the conserved secondary structure features and sequences in miRNA transcripts that control Drosha activity and miRNA expression. Our results established the conservation of miRNA processing mechanisms and regulatory functions by Drosha and Dicer, greatly strengthened the evidence for the physiological consequences of relative specificity as well as demonstrated its evolutionary significance.

## Introduction

The relative specificity hypothesis of complex biochemical systems posits that an E differentially interacts with and/or impacts its many, e.g., 100 or more, substrates or interacting partners, and, hence, exerts a critical regulatory function in the background (Zeng, 2011). Although that an E discriminates its diverse substrates is intuitive, explicit, large-scale evidence is scarce in the literature, even rarer is the direct demonstration of biological relevance. In the field of transcriptional regulation the concept of “quantitative continua” has been formulated (Biggin, 2011). DF proteins control the degradation of m^6^A-containing mRNAs by the number of m^6^A sites they bind to on diverse mRNAs (Zaccara and Jaffrey, 2020). A salient example was demonstrated by Swaffer et al. (2016) that the fission yeast CDK has substrate preferences, phosphorylating the good substrates early to promote DNA replication, and the poor ones later to promote cytokinesis. If CDK phosphorylates the poor substrates prematurely, cells will divide without DNA doubling and subsequently die, demonstrating the functional consequence of relative specificity. In other words, CDK regulates cell cycle progression not only by phosphorylating myriad substrates, but also by selectively phosphorylating them at different times due to relative specificity. Despite these sporadic examples and a few others, however, only in recent years with the advent of genomics techniques have people begun to investigate relative specificity and its regulation of complex systems (Zeng, 2011; Zeng, 2014).

We have used human miRNAs as a model to study relative specificity. There are hundreds of miRNAs in humans, and each miRNA regulates the expression of hundreds of target genes (Bartel, 2018). During animal miRNA processing, Drosha complexed with DGCR8 (Pasha in *Drosophila melanogaster*) cleaves primary miRNA transcripts (pri-miRNAs) to generate precursor miRNAs (pre-miRNAs), which are then cleaved by Dicer to produce miRNA duplex intermediates (Billy et al., 2001; Grishok et al., 2001; Hutvágner et al., 2001; Ketting et al., 2001; Lee et al., 2003; Denli et al., 2004; Gregory et al., 2004; Han et al., 2004; Landthaler et al., 2004). We showed that human Drosha/DGCR8 cleaves hundreds of pri-miRNAs with different efficiencies *in vitro*, which correlates with mature miRNA expression *in vivo*, thus revealing a new, regulatory role by Drosha (Feng et al., 2011). Dicer also discriminates against pre-miRNAs, albeit without a significant correlation to miRNA expression (Feng et al., 2012). An explanation is that as Drosha acts upstream of Dicer in the same pathway, the selectivity of Drosha may be the dominant, or rate-limiting regulatory mechanism (Zeng, 2014). Of note, this level of regulation is distinct from the production of miRNA isoforms, which results from subtle variations in the RNA structures and their interactions with the RNases (Bartel, 2018). miRNA function likewise exhibits relative specificity, as miRNAs such as miR-124 inhibit different target genes to various extent, potentially contributing to mRNA differential expression in humans (Li et al., 2019a). Targeting efficacy by miRNAs had also been examined using large-scale artificial target libraries, although its functional relevance to endogenous gene expression was unexplored in those reports (Slutskin et al., 2018; Becker et al., 2019; McGeary et al., 2019).

Our work on relative specificity and miRNAs inspired a number of questions this study aimed to address. The first was that only human Drosha and Dicer have been investigated extensively for their activities, while little is known about their mechanisms in other animals, or whether the RNA requirements are the same. Despite the assumption that all animal pri-miRNAs are alike, species-specific processing has been suggested for *Caenorhabditis elegans* and, plausibly, *Drosophila melanogaster* (Auyeung et al., 2013), pointing to a need to investigate miRNA biogenesis in organisms other than humans. The second was that by examining differential miRNA processing in other species we might be able to provide additional evidence for relative specificity and its physiological consequences. Lastly, and the most importantly, if relative specificity is a general principle, it should be conserved through evolution. For example, do the zebrafish (*Danio rerio*) and fruitfly (*Drosophila melanogaster*) Drosha and Dicer also selectively process their miRNA substrates, and crucially, does the differential cleavage by Drosha, a proxy for relative specificity, play a preeminent role in regulating miRNA expression in the animal kingdom, as seen in humans (Zeng, 2014)? To answer these questions, therefore, we prepared recombinant zebrafish and fruitfly Dicer and Drosha enzymes and conducted large-scale processing reactions *in vitro*, and then correlated the results to miRNA expression in the respective organisms.

## Materials and Methods

### Molecular Cloning

Plasmids expressing the zebrafish Dicer, Drosha, and DGCR8 had been described (Li et al., 2019b). To clone the fruitfly proteins, total adult fruitfly RNA was acquired from the Shanghai Institute of Biochemistry and Cell Biology (Shanghai, China), reverse-transcribed using a first-strand cDNA synthesis kit (Invitrogen, Carlsbad, CA, United States) to produce cDNA, which was then used in PCR amplification by Phusion DNA Polymerase (New England BioLabs, Ipswich, MA, United States). Dicer (CG4792, Dcr-1) cDNA was amplified using primers 5′-GCA​AGC​TTA​TGG​CGT​TCC​ACT​GGT​G-3′ and 5′-GCG​AAT​TCT​TAT​TCG​ACC​ATA​GAC​AAT​CT-3′, the resulting PCR product digested with HindIII and EcoRI (New England BioLabs) and inserted into p3xFLAG-CMV 7.1 (Sigma, St Louis, MO, United States) to produce p3xFLAG-CMV-fly Dicer. Drosha (CG8730) was amplified with primers 5′-GCA​AGC​TTA​TGT​ACC​AGC​CGC​CTT​T-3′ and 5′-GCT​CTA​GAT​CAT​CCC​AGC​GAA​GAT​TT-3′, PCR product digested with HindIII and XbaI (New England BioLabs), and inserted into p3xFLAG-CMV 7.1 to produce p3xFLAG-CMV-fly Drosha. Pasha (CG 1800, DGCR8 hereafter for consistency) was amplified using primers 5′-GCG​GAT​CCA​TGG​CGG​AGA​AGC​CGC-3′ and 5′-CGG​CGG​CCG​CTC​AAA​GTT​CCA​CGT​TGT​T-3′, PCR product digested with BamHI and NotI (New England BioLabs), and inserted into pKMyc (Addgene, Watertown, MA, United States), to yield pKMyc-fly DGCR8. Sanger sequencing (Sangon, Shanghai, China) verified identities of the clones. pET28a-HisLoqs-PB, which expresses the His-tagged fruitfly Loqs-PB or R3D1-L protein, a critical co-factor of fly Dicer (Forstemann et al., 2005; Jiang et al., 2005; Saito et al., 2005), was a gift by Dr Qinghua Liu (University of Texas Southwest Medical Center at Dallas).

### Cell Culture

Human 293T cells (Sangon) were maintained at 37°C and 5% CO_2_ in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum and 2 mM L-glutamine (Invitrogen). Cells seeded in 6-well plates or p100 dishes (Sangon) were transfected using Lipofectamine 2000 (Invitrogen) and harvested 48–72 h later.

### Protein Purification

Recombinant FLAG-Drosha/Myc-DGCR8 and FLAG-Dicer proteins were produced by (co-)transfecting plasmids into 293T cells, isolated, and analyzed, as described (Li et al., 2019b). To prepare His-Loqs-PB, BL21 cells transformed with pET28a-HisLoqs-PB were induced, lysed, and His-Loqs-PB isolated using the Ni-NTA beads, per manufacture’s instructions (Qiagen, Hilden, Germany). Eluted fractions were dialyzed against 20 mM Tris-HCl pH 7.5, 1 mM EDTA, 1 mM DTT, and 10% glycerol at 4oC overnight. All proteins were stored at −20°C until use.

### Preparation of miRNA Substrates

miRNA genomic sequence information was obtained from miRBase (Kozomara et al., 2019). DNA templates for the synthesis of pri-miRNAs were amplified from zebrafish and fruitfly genomic DNAs (Shanghai Institute of Biochemistry and Cell Biology) by PCR, with one of the primers containing the T7 promoter sequence at its 5′ end. We designed the templates such that the resulting pri-miRNAs would possess approximately 30 extra nucleotides (nt) 5′ and 40 nt 3′ of the pre-miRNAs, as extended sequences are necessary for human Drosha processing (Zeng and Cullen, 2005). For pre-miRNAs, overlapping primers were designed, and DNA templates synthesized by PCR, according to Feng et al. (2012). Because the T7 RNA polymerase transcribes from a G residue, if the 5′ end of a pre-miRNA is not G, in our substrate we would change it to G and modify the corresponding residue near the 3’ end, to maintain the predicted secondary structure (Feng et al., 2012). Primer sequences are listed in Supplementary Tables S1–S4. RNA substrates were then prepared by *in vitro* transcription (Promega, Madison, WI, United States) in the presence of [α-^32^P] CTP (PerkinElmer, Waltham, MA, United States).

### miRNA Processing Assays

RNA processing assays were performed as described (Feng et al., 2011; Feng et al., 2012). In the processing reactions, both Dicer and Drosha proteins were used at approximately 1 ng/μl, and the fruitfly Dicer was supplemented with His-Loqs-PB at approximately 5 ng/μl. Proteins were mixed with ^32^P-labeled RNAs and incubated at 37°C for approximately 30–40 min (Dicer) or 60 min (Drosha), unless indicated otherwise, before denaturing gel electrophoresis. For size markers, typically an in-house set of DNAs (200, 110, 62, 46, 31, and 20 nt in length) were labeled at their 5′-ends with [γ-^32^P] ATP (PerkinElmer) by T4 polynucleotide kinase (New England BioLabs). To compare results from experiments performed on separate days, a normalization control RNA was included in every processing experiment. For zebrafish Dicer the control RNA was dre-pre-let-7a-1; zebrafish Drosha: dre-pri-let-7d-2; fruitfly Dicer: dme-pre-let-7; fruitfly Drosha: dme-pri-let-7. After electrophoresis, gels were fixed, and data analyzed by phosphorimaging (GE Healthcare, Chicago, IL, United States). The raw cleavage efficiency or ratio was calculated as the intensities of predicted products divided by the intensities of the products and the remaining full-length substrate, and then divided by the raw cleavage efficiency of the control RNA to obtain the relative cleavage efficiency (Feng et al., 2011). Relative cleavage efficiencies of the control RNAs were set at 100. Most miRNA substrates were tested at least twice to obtain consistent results.

### Fruitfly Small RNA Sequencing

Total fruitfly RNA, isolated from individual adults (Shanghai Institute of Biochemistry and Cell Biology), was subject to small RNA-seq (Sangon). Sample library was prepared using the VAHTSTM Small RNA Library Prep Kit for Illumina (San Diego, CA, United States) according to the manufacturer’s protocol. Briefly, adaptors were ligated sequentially to the 3′ and 5′ ends of RNAs, universal cDNA synthesis, library amplification and library purification were performed. HiSeq single-end sequencing was carried out according to standard Illumina protocols. Cutadapt (version 1.14) was used to clip the adaptor, and trimmomatic software implemented to remove low-quality base at both ends and filter the raw reads. Qualified reads after filtering low-quality data were analyzed using miRDeep2 software (Friedländer et al., 2008) for aligning reads to miRBase (Kozomara et al., 2019). RNA-seq data have been deposited in the Gene Expression Omnibus under the accession number GSE163852.

### Statistics, Pri-miRNA Secondary Structure Prediction and Sequence Motif Analyses

GraphPad Prism 5.0 (GraphPad Software, San Diego, CA, United) and SPSS 13.0 (IBM, Armonk, NY, United States) were used for the Spearman rank correlation test and Mann-Whitney U test (two-tailed). Fruitfly miRNA expression data were from GSE163852. Zebrafish miRNA expression was retrieved from GSE57169, which included data from zebrafish embryos and a number of adult organs. Information of miRNA expression in 20 human tissues was likewise acquired from public datasets (Supplementary Table S5). Normalized expression values of individual miRNAs from diverse zebrafish or human tissues were combined to reduce cell-specific effects. The expression level of a miRNA was calculated as the sum of the sequence reads for the corresponding miRNA-5p and miRNA-3p (Feng et al., 2011). For secondary structure prediction, the actual pri-miRNA and pre-miRNA substrates (listed in Supplementary Tables S1–S4) were folded using Mfold under default conditions, and the most stable conformations were recorded for further examination (Mathews et al., 1999; Zuker, 2003). Gibbs energy (ΔG) of the terminal loop region was calculated from the pri-miRNA structural prediction, with the terminal loop region starts from the first nucleotide after the 3′ end of the actual or predicted miRNA-5p at the 5′ arm of the hairpin and ends at its corresponding nucleotide at the 3′ arm (Feng et al., 2011). For ΔG of the miRNA duplex region, a pre-miRNA was folded using Mfold, and its ΔG subtracted by that of the terminal loop region. ΔG for the proximal and distal domains of the pre-miRNA-flanking region was analogously computed. The proximal domain contains 12 nt extensions beyond the 5′ and 3′ ends of a pre-miRNA (Feng et al., 2011). There are inherent heterogeneities in the 5′ and 3′ ends of mature miRNAs, and the secondary structure predictions give only estimates.

The presence of sequence motifs (UG, UGU, mGHG, and CNNC) in pri-miRNAs were evaluated as described (Auyeung et al., 2013; Fang and Bartel, 2015; Kwon et al., 2019). mGHG scores were calculated according to Kwon et al. (2019). All zebrafish and fruitfly miRNAs were considered, so were human miRNAs with a name/number lower than 1,000, as the later a human miRNA was discovered or annotated, the less likely it has been characterized as a genuine or canonical miRNA (Feng et al., 2011).

## Results

### Preparation of Recombinant Fruitfly Dicer and Drosha RNases

We had previously cloned and expressed zebrafish Dicer, Drosha, and DGCR8, and demonstrated their activities (Li et al., 2019b). For this study, therefore, we first cloned the fruitfly Dicer, Drosha, and DGCR8 into expression vectors, (co-)transfected the plasmids into 293T cells, and then purified the over-expressed proteins by immunoprecipitation. As shown in Figure 1A, we successfully expressed and isolated recombinant Dicer and Drosha/DGCR8 (Drosha hereafter for short, unless indicated otherwise). We also purified the His-tagged Loqs-PB from bacteria (Figure 1A, lanes 4–6). Consistent with previous reports (Forstemann et al., 2005; Jiang et al., 2005; Saito et al., 2005), His-Loqs-PB greatly stimulated the activity of fruitfly Dicer towards a fly pre-miRNA, dme-pre-miR-375 (Figure 1B, compare lanes 2 and 3). Fruitfly Drosha also cleaved dme-pri-let-7 to produce dme-pre-let-7 (Figure 1C, lane 2); this was the first time the fruitfly Drosha holoenzyme had been reconstituted using largely purified components. Thus, we were able to express and purify the active, zebrafish and fruitfly Dicer and Drosha RNases.

**FIGURE 1:**
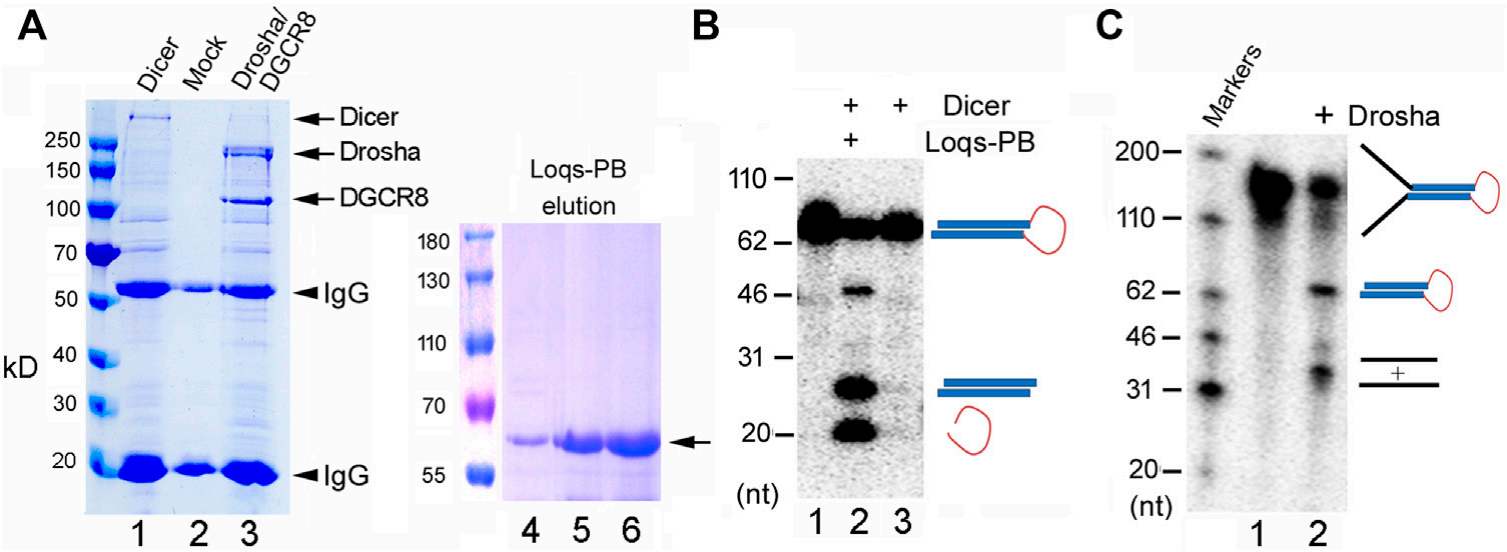
Purification and activity assays of the fruitfly miRNA processing enzymes. **(A)** Purification of recombinant Dicer, Drosha/DGCR8 from transfected 293T cells (lanes 1–3) and Loqs-PB from overexpressing bacteria (lanes 4–6). 293T cells were transfectd with plasmids expressing the FLAG-tagged Dicer or FLAG-tagged Drosha and Myc-tagged DGCR8. Following immunoprecipitation with an anti-FLAG antibody, proteins were detected by gel electrophoresis and Coomassie staining. Lane 1: The immunoprecipitate of FLAG-Dicer; lane 2: immunoprecipitate from mock-transfected cells; lane 3: immunoprecipitate of FLAG-Drosha and Myc-DGCR8; lanes 4–6: different elution fractions of His-tagged Loqs-PB after nickle beads purification. Arrows points to the expected fruitfly proteins, and arrowheads the IgG heavy and light chains. Protein markers (in kilodaltons, kD) are indicated on the left. **(B)** Dicer activity assay. The ^32^P-labeled dme-pre-miR-375 was incubated with Dicer alone or together with Loqs-PB at 37°C for 30 min, fractionated on a 12% denaturing gel, and analyzed by phosphorimaging. DNA markers with size of the individual bands in nucleotide (nt) are indicated on the left, and schematics of the substrate and cleavage products shown on the right. **(C)** Drosha processing assay. The ^32^P-labeled dme-pri-let-7 substrate was incubated with Drosha/DCGR8 (Drosha in short) at 37°C for 60 min. Samples were fractionated on a 10% denaturing gel and analyzed by phosphorimaging. Labels are the same as in **(B)**.

### Large-Scale Cleavage Assays by Drosha and Dicer

The biogenesis of zebrafish or fruitfly miRNAs had not been characterized in detail. Previous studies using conventional strategies to identify miRNA features required for processing examined only select human miRNAs and their mutants *in vitro* and lacked a direct reference to endogenous miRNA expression (Lee et al., 2003; Zeng and Cullen, 2003; Zeng and Cullen, 2005; Zeng et al., 2005; Han et al., 2006). To overcome the limitation, we employed a different, global approach. As an example, miRBase categorizes 355 zebrafish miRNA genes, including 285 in 56 miRNA families containing two or more family members (Kozomara et al., 2019). We arbitrarily chose a representative from each of these families, e.g., dre-let-7d-2 from the let-7 family, except two miRNAs from the dre-miR-126 family. For the remaining 70 zebrafish miRNAs we randomly selected 55 for further analysis. So altogether we examined 112 dre-pri-miRNAs for processing by zebrafish Drosha (Supplementary Table S3). Similarly, we also selected 108 dre-pre-miRNAs for processing by zebrafish Dicer, 119 dme-pri-miRNAs for fruitfly Drosha, and 120 dme-pre-miRNAs for fruitfly Dicer (Supplementary Tables S1, S2, S4, respectively). We then designed primers, synthesize DNA templates by PCR, and produced RNAs by *in vitro* transcription.

*In vitro* Dicer and Drosha processing assays were then performed on the chosen pre-miRNAs and pri-miRNAs, respectively. Previous reports (Feng et al., 2012; Li et al., 2019a) and preliminary experiments (Figure 2) showed that results of the end-point assays matched those of the time-course assays, and that the zebrafish and fruitfly Dicer and Drosha enzymes indeed processed some substrates faster than others (Figures 2A–D, respectively). At all the timepoints tested, poor substrates were cleaved less than the good ones (Figure 2E). Subsequently, we used end-point assays and Spearman correlation analyses to compare and evaluate the cleavage efficiencies of different RNA substrates. Processing efficiency data for all the RNAs are listed in Supplementary Tables S1–S4, and results of the representative experiments shown in Figure 3. Both zebrafish and fruitfly Dicer exhibited strong cleavage activities against pre-miRNAs (Figures 3A,B). Zebrafish Drosha also cleaved most of the pri-miRNA substrates (Figure 3C; Supplementary Table S3). On the other hand, fruitfly Drosha cleaved only approximately half of the tested pri-miRNAs (Figure 3D; Supplementary Table S4). As expected, fruitfly Drosha did not digest dme-pri-miR-1006 or dme-pri-miR-1012 (Supplementary Table S4), which are derived from mirtrons known to bypass Drosha requirement (Okamura et al., 2007; Ruby et al., 2007). Most importantly, pre-miRNAs and pri-miRNAs varied in their susceptibility to Dicer and Drosha, respectively (Figures 2, 3; Supplementary Tables S1–S4). For example, Dicer cleaved dme-pre-let-7 more efficiently than dme-miR-975 (Figure 2B) and dme-pre-miR-2492 (Figure 3B), and dre-pri-let-7d-2 was the better substrate than dre-pri-miR-499, which in turn was much better than dre-pri-miR-3906 (Figure 3C). Thus, just like human Dicer and Drosha (Feng et al., 2011; Feng et al., 2012), their zebrafish and fruitfly counterparts also exhibited relative specificity by discriminating against their substrates.

**FIGURE 2:**
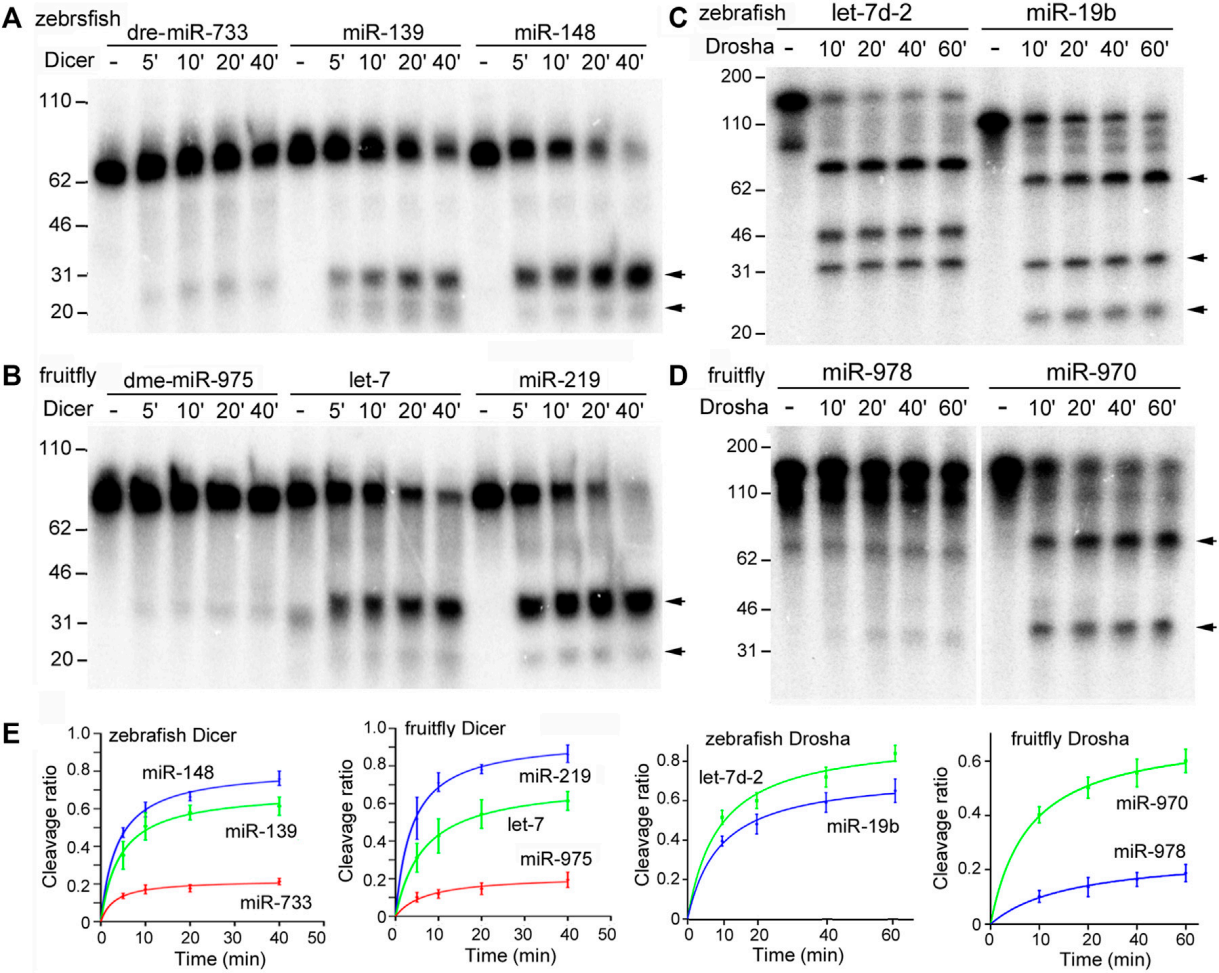
Time-course processing reactions by zebrafish and fruitfly Dicer and Drosha. **(A)** Cleavage of dre-pre-miRNAs by zebrafish Dicer. Arrows point to cleavage products. Timepoints are indicated on top of the gel image, DNA markers (in nt) shown on the left. **(B)** Cleavage of dme-pre-miRNAs by fruitfly Dicer. **(C)** Cleavage of dre-pri-miRNAs by zebrafish Drosha. **(D)** Cleavage of dme-pri-miRNAs by fruitfly Drosha. **(E)** Quantification of the data in **(A–D)**. The y-axes are the raw substrate cleavage ratios, with averages and standard deviations, plotted against the different time points in the x-axes.

**FIGURE 3:**
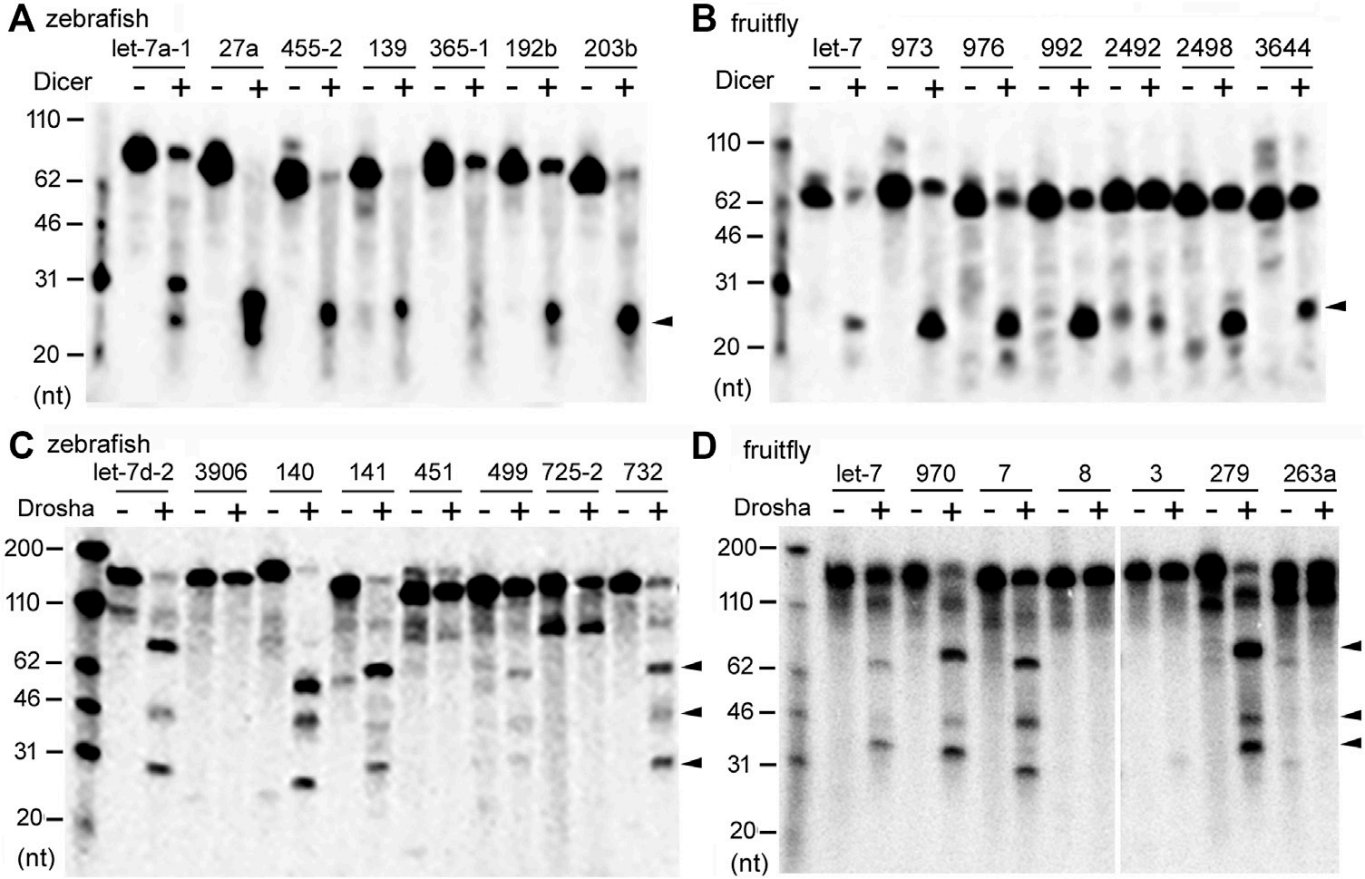
Representative processing reactions by zebrafish and fruitfly Dicer and Drosha. **(A)** Cleavage of ^32^P-labeled dre-pre-miRNAs by zebrafish Dicer. miRNA substrates are indicated on top of the gel image, DNA markers shown on the left, and the arrowhead points to the cleavage product(s). **(B)** Cleavage of dme-pre-miRNAs by fruitfly Dicer. Labeling is the same as in **(A)**. **(C)** Cleavage of dre-pri-miRNAs by zebrafish Drosha. Arrowheads point to cleavage products. **(D)** Cleavage of different dme-pri-miRNAs by fruitfly Drosha. Labeling is the same as in **(C)**.

### Differential Drosha Processing Correlates With Global, Endogenous miRNA Expression

What is the biological significance of the observed substrate selectivity or preferences? To answer this question, we compared our relative pre-miRNA and pri-miRNA cleavage efficiencies to genome-wide miRNA expression levels in zebrafish (GSE57169) and fruitflies (GSE163852). 

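In adult fruitflies, miR-276a-3p was the most abundant of the 466 mature miRNA arms listed by name, at 199252 RPM (normalized reads, 95% exact binomial interval 197179 to 201337). It was followed by miR-8-3p at 107491 RPM, by miR-1-3p, a miRNA of muscle, at 83208 RPM, and by bantam-3p, a regulator of growth, at 62945 RPM. miR-14-3p stood at 46935 RPM and miR-277-3p at 41130 RPM. The 10 most abundant of these arms held 63.6% of all listed reads, and also included miR-34-5p at 28479 RPM, miR-317-3p at 18885 RPM, miR-7-5p at 17859 RPM and miR-9a-5p at 16411 RPM. All 3 miRNAs of the let-7 complex, which share a primary transcript from chromosome arm 2L, were abundant, with miR-100 at 10381 RPM, let-7 at 9165 RPM and miR-125 at 7267 RPM, each as the sum of its 5p and 3p arms.
These values came from 1 small RNA library without replicates, prepared from total RNA of adults. Every test is therefore across miRNAs within 1 library, and miRNAs are not independent replicates. The authors clipped the adaptor with Cutadapt, trimmed the reads with trimmomatic and aligned them to miRBase with miRDeep2. The miRBase release is not given in the sources used here. The deposited counts summed to 139339 reads over 480 mature sequences, of which 153 had reads. The authors' RPM values correspond to a total of 142282 reads, so that 1 read equals 7.03 RPM. The expression of a miRNA was taken as the sum of the RPM of its 5p and 3p arms, and an arm shared by several precursors was given in full to each. A miRNA without reads could have been present at up to 21.1 RPM, provided that its reads could be counted at all. This is 3 reads, the one-sided 95% limit for a count of 0. Intervals and limits cover counting error only, and do not cover a loss of reads from minus-strand loci, few of which had any. Relative cleavage efficiencies, predicted ΔG and motif assignments were taken from the paper's supplementary tables. The zebrafish expression data were not analysed here.
Reads were found for 80 of 128 miRNA loci on the plus strand of the genome (62.5%, 95% exact binomial interval 53.5 to 70.9%) and for 7 of 127 loci on the minus strand (5.51%, interval 2.24 to 11.03%). The 2 shares differed by Fisher's exact test (two-sided p = 8.91e-24). Among conserved miRNAs, 67 of 73 plus-strand loci and 5 of 65 minus-strand loci had reads. All 8 miRNAs of the X-linked testis cluster lie on the plus strand and had reads. All 8 miRNAs of the early embryo cluster, miR-309 to miR-6-3, lie on the minus strand and had none. Because the library is of adults, stage and strand cannot be told apart for the early embryo cluster. Strands and positions came from the transcript table of the same series, whose build is not given in the sources used here. Its start and end were those of the RefSeq gene table of Release 6 of the genome for 257 of 257 miRNA genes. Where a value over plus-strand loci alone is given, that setting was chosen after the data had been seen.

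**Figure D1:**
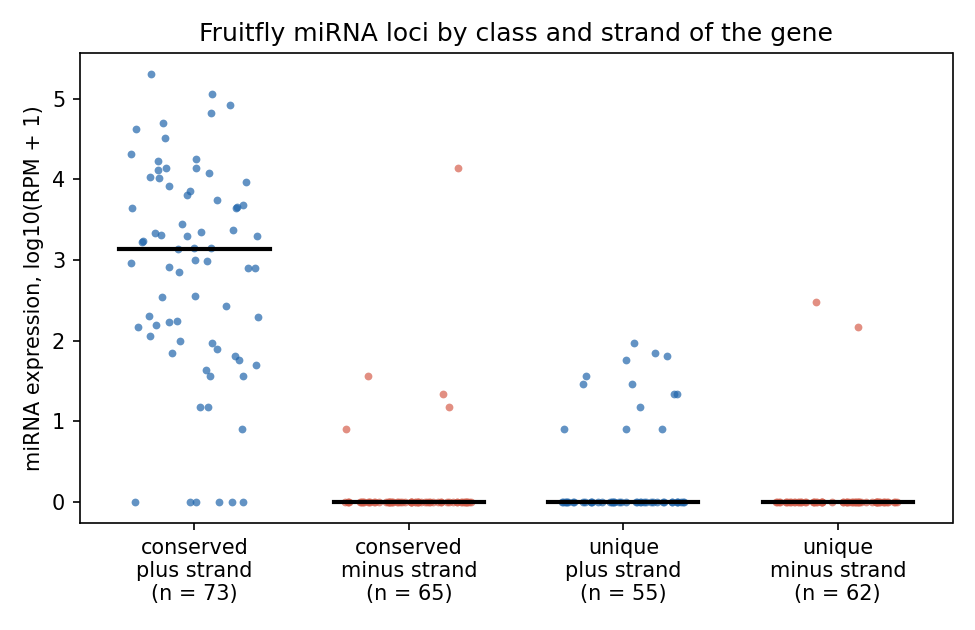
Expression of fruitfly miRNAs (y-axis, log10 of RPM + 1) by class and by strand of the locus, each point 1 locus, spread sideways for visibility, with black lines at the medians. The median of conserved miRNAs is 1356 RPM on the plus strand and 0 RPM on the minus strand.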

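Fruitfly miRNAs whose pre-miRNAs were good substrates of fruitfly Dicer were not detectably more abundant in adult flies than those whose pre-miRNAs were poor ones. Among the 59 pre-miRNAs with a relative cleavage efficiency above the median of 96%, 30 had reads in the small RNA library, as had 30 of the 61 at or below the median, and the mean of log10(RPM + 1) was 1.54 and 1.41. Pre-miR-975, the poorest of the 120 substrates at 8%, came from a locus with 2 reads (14.1 RPM). Pre-miR-2492, cleaved at 68%, had no reads, and neither had pre-miR-1006 at 89% or pre-miR-1012 at 82%. The last 2 lie on the minus strand. Pre-miR-276a, of the most abundant miRNA, was cleaved at 69%, and pre-miR-8 at 70%.
The Spearman correlation coefficient of Dicer cleavage with expression was 0.0693 over 120 miRNAs (95% bootstrap interval -0.105 to 0.241, two-sided permutation p = 0.451). It was 0.137 among miRNAs with reads alone and -0.0245 given whether a miRNA is conserved or unique. Over the 70 loci on the plus strand, it was 0.220 (interval -0.0111 to 0.430, two-sided permutation p = 0.0671), and 0.106 with the class given as well (two-sided permutation p = 0.383).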

Relative pre-miRNA cleavage efficiencies by Dicer did not correlate with miRNA expression in zebrafish or fruitflies (Table 1), consistent with results of human Dicer (Feng et al., 2012). On the other hand, pri-miRNA cleavage by Drosha positively and significantly correlated with global miRNA expression patterns (*p* < 0.05; Table 1). 

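In adult fruitflies, 39 of the 63 miRNAs whose pri-miRNAs were cleaved by fruitfly Drosha had reads (61.9%), against 23 of the 56 whose pri-miRNAs were not cleaved (41.1%). The odds ratio was 2.33 (Fisher's exact test, two-sided p = 0.0281). Of the 5 best Drosha substrates, pri-miR-92a, cleaved at 478% of pri-let-7, gave miR-92a at 1666 RPM from chromosome arm 3R, 25646506 to 25646600. Pri-miR-279 at 273% gave 13979 RPM and pri-miR-995 at 231% gave 1736 RPM, whereas miR-988 at 318% and miR-965 at 255%, both from the minus strand, had no reads. Neither had miR-307a, another minus-strand locus, at 199%, and miR-955 at 123% had 1 read. Abundant miRNAs were also found among pri-miRNAs without detectable cleavage, namely miR-14 at 50287 RPM, miR-34 at 32288 RPM, miR-33 at 10697 RPM, miR-375 at 4835 RPM and miR-318 at 4575 RPM.
Over 119 miRNAs, the Spearman correlation coefficient of Drosha cleavage with expression was 0.201 (95% bootstrap interval 0.0179 to 0.365, two-sided permutation p = 0.0285). With the p adjusted by the Benjamini-Hochberg method over both enzymes, it was 0.057. Among the 63 cleaved pri-miRNAs alone, the coefficient was -0.0280, and among the 62 miRNAs with reads it was 0.0545. Over the 72 plus-strand loci it was 0.273 (two-sided permutation p = 0.0207), and 0.0586 with the conserved or unique class given as well (p = 0.648 from the same permutation test). Over all 119 miRNAs it was 0.0890 given this class (two-sided permutation p = 0.362), 0.175 with values below 10 reads set to 0 (p = 0.0551 from the same test), and 0.131 as a Pearson correlation of log10 values (p = 0.156 from the same test). The paper reports a correlation with Drosha cleavage, which it calls weak, in zebrafish as well as in fruitflies. From this it reasons that efficient cleavage by Drosha adds to the production of miRNAs in the animal.

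**Figure D2:**
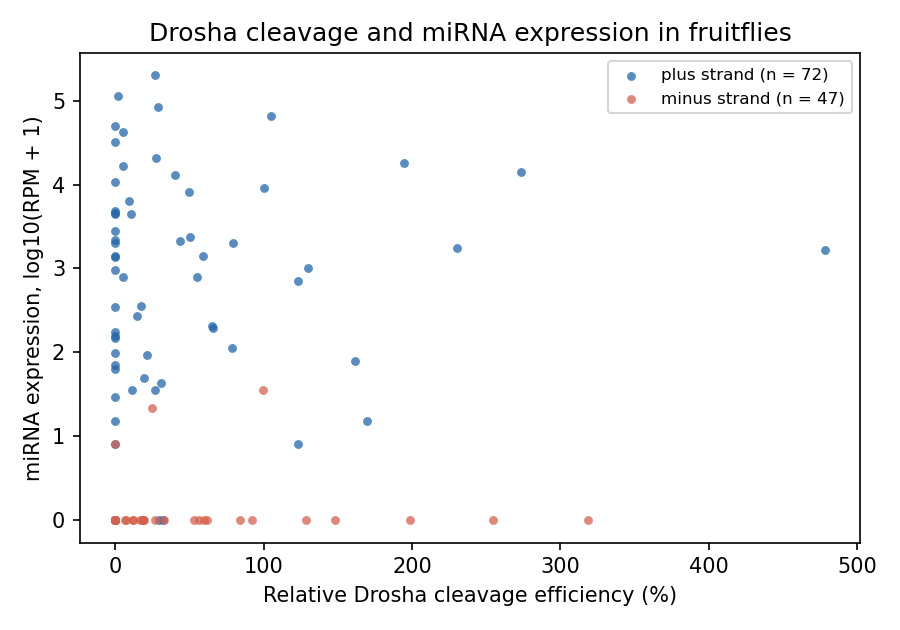
Relative Drosha cleavage efficiency (x-axis, percent of pri-let-7) against miRNA expression (y-axis, log10 of RPM + 1) for the 119 pri-miRNAs tested, each point 1 miRNA, blue for plus-strand and red for minus-strand loci. Points at the bottom are miRNAs without reads, and 56 pri-miRNAs stand at a cleavage of 0.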

Even though the correlation was weak, it nonetheless indicated that efficient Drosha processing enhances endogenous miRNA production. Thus, from fruitflies to humans, both Dicer and Drosha cleave their miRNA substrates selectively, but only the relative specificity of Drosha dominates and contributes to differential miRNA expression *in vivo*.

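Of the fruitfly miRNAs, 113 had been tested with both Drosha and Dicer, among them let-7, whose pri-miRNA and pre-miRNA were the controls set at 100%. miR-92a combined a high Drosha value with a Dicer value of 161%, and miR-279 with one of 128%. Pre-miR-14 and pre-miR-34, whose pri-miRNAs were not cleaved, had Dicer values of 130% and 90%. Across the 113 miRNAs, Drosha and Dicer cleavage correlated with each other at a Spearman coefficient of 0.312. In this shared set the correlation with expression was 0.183 for Drosha cleavage and 0.0631 for Dicer cleavage. The difference was 0.120 (95% bootstrap interval -0.104 to 0.337) and did not pass a two-sided permutation test that exchanged the enzymes within each miRNA (p = 0.286). Over the 68 of these loci on the plus strand it was 0.0433, and over miRNAs with reads alone it was -0.0203.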

**TABLE 1:** Correlation between Dicer and Drosha cleavage efficiencies and global miRNA expression *in vivo*. Sample size (N), Spearman’s correlation coefficient (ρ), and *p* values are listed. Correlations with *p* < 0.05 are marked in red. Raw data are presented in Supplementary Tables S1–S4.

	miRNA expression		
	N	ρ	*p*
Zebrafish Dicer	106	0.053	0.589
Fruitfly Dicer	120	0.070	0.451
Zebrafish Drosha	110	0.247	0.009
Fruitfly Drosha	119	0.200	0.029

Conserved miRNAs, i.e., those belonging to miRNA gene families, tended to have higher Drosha and, to a lesser extent, Dicer processing efficiencies than non-conserved miRNAs (Figures 4A,B, the left and middle panels, respectively; Supplementary Tables S1–S4). Likewise, conserved miRNAs were also more highly expressed in zebrafish and fruitflies (Figures 4A,B, right panels; Supplementary Tables S1–S4). These results matched those in humans (Feng et al., 2011) and suggested that conserved miRNAs have evolved to be processed efficiently, especially by Drosha, which would have facilitated their expression *in vivo*.

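Conserved miRNAs were far more abundant in adult fruitflies than unique ones. Of 138 conserved miRNAs, 72 had reads (52.2%), against 15 of 118 unique ones (12.7%). miR-276a, at 200419 RPM when both arms were summed, led the conserved miRNAs, followed by miR-8 at 114786 RPM and by miR-1. The most abundant unique miRNAs were miR-4968 at 302.2 RPM, miR-2491 at 147.6 RPM and the mirtron miR-1017 at 91.4 RPM. The first 2 of these lie on the minus strand.
The mean of log10(RPM + 1) was 1.58 ± 1.72 (SD over miRNAs, n = 138) for conserved and 0.20 ± 0.54 (SD, n = 118) for unique miRNAs, a difference of 1.39 (95% bootstrap interval 1.10 to 1.69). The two-sided permutation test of the Mann-Whitney statistic gave p = 1e-05, the smallest that 100000 resamples can give. Over plus-strand loci alone, the difference was 2.53. For miR-13b-1 and miR-13b-2, 2 precursors that share the arm miR-13b-3p, the deposited counts gave 13909 and 13979 RPM.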

**FIGURE 4:**
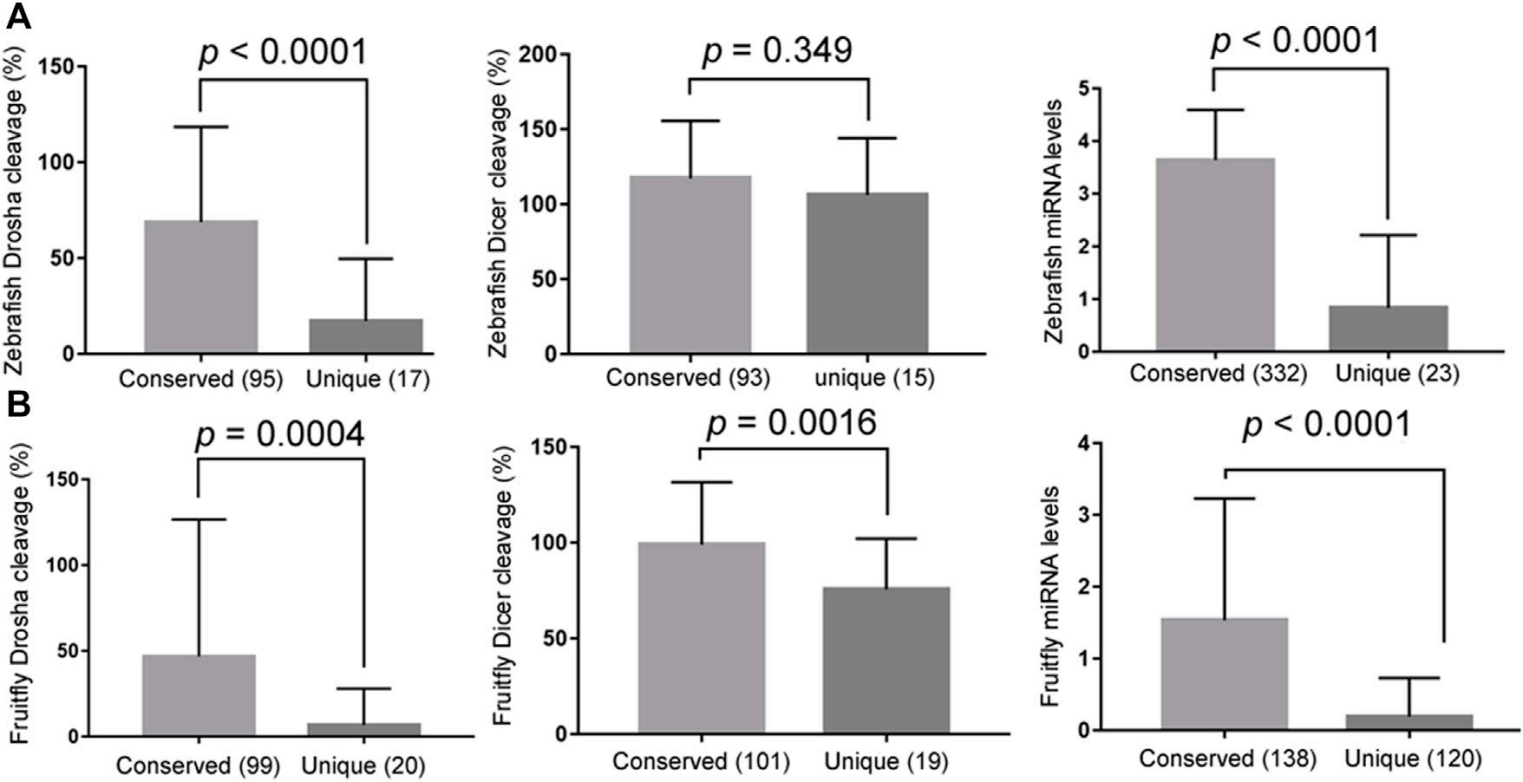
Conserved miRNAs are more efficiently processed and better expressed. **(A)** Comparing the relative Drosha cleavage efficiencies **(the left panel)**, Dicer cleavage efficiencies **(the middle panel)**, and mature miRNA expression **(the right panel)** between the conserved and unique zebrafish miRNAs (x-axes). The right panel analyzed all the miRNAs, i.e., not just the Drosha or Dicer substrates examined in this study, and the y-axis is miRNA expression values after log_10_ transformation (GSE57169). Averages and standard deviations are shown, the *P* values listed on top, and parentheses indicate the numbers of miRNAs in the categories. **(B)** Comparing the relative Drosha cleavage efficiencies **(the left panel)**, Dicer cleavage efficiencies **(the middle panel)**, and mature miRNA expression (GSE163852; **the right panel**) between the conserved and unique fruitfly miRNAs (x-axes). Labels are the same as in **(A)**.

### Structural Features Underlying the Efficiencies of miRNA Processing

How do Dicer and Drosha distinguish between substrates, and can we predict whether an RNA is a good substrate or not, or how well a miRNA is produced *in vivo*? A pri-miRNA contains a number of structural features: a pre-miRNA moiety composed of a terminal loop region and miRNA duplex, and the flanking region, further divided into the proximal domain or basal stem and distal domain (Figure 5A; Feng et al., 2011). The recently solved structures of Drosha:pri-miRNA complexes indicate that the DGCR8 subunit binds the terminal loop region and its junction with the miRNA duplex, while the Drosha subunit binds rest of the stem and the distal domain, providing a clear rationale of why these distinct RNA structures are important for processing (Jin et al., 2020; Partin et al., 2020). Variations in these structures in diverse RNAs are expected to modulate processing by Drosha and Dicer. Indeed, previous correlation analyses had shown that efficient cleavage of human pri-miRNAs requires a flexible terminal loop region and a largely helical proximal domain (Feng et al., 2011). We thus predicted the secondary structure and ΔG of the zebrafish and fruitfly pre-miRNA and pri-miRNA sub-structures (Supplementary Tables S1–S4) and then correlated the predictions to cleavage efficiencies and to mature miRNA expression in the corresponding organisms.

**FIGURE 5:**
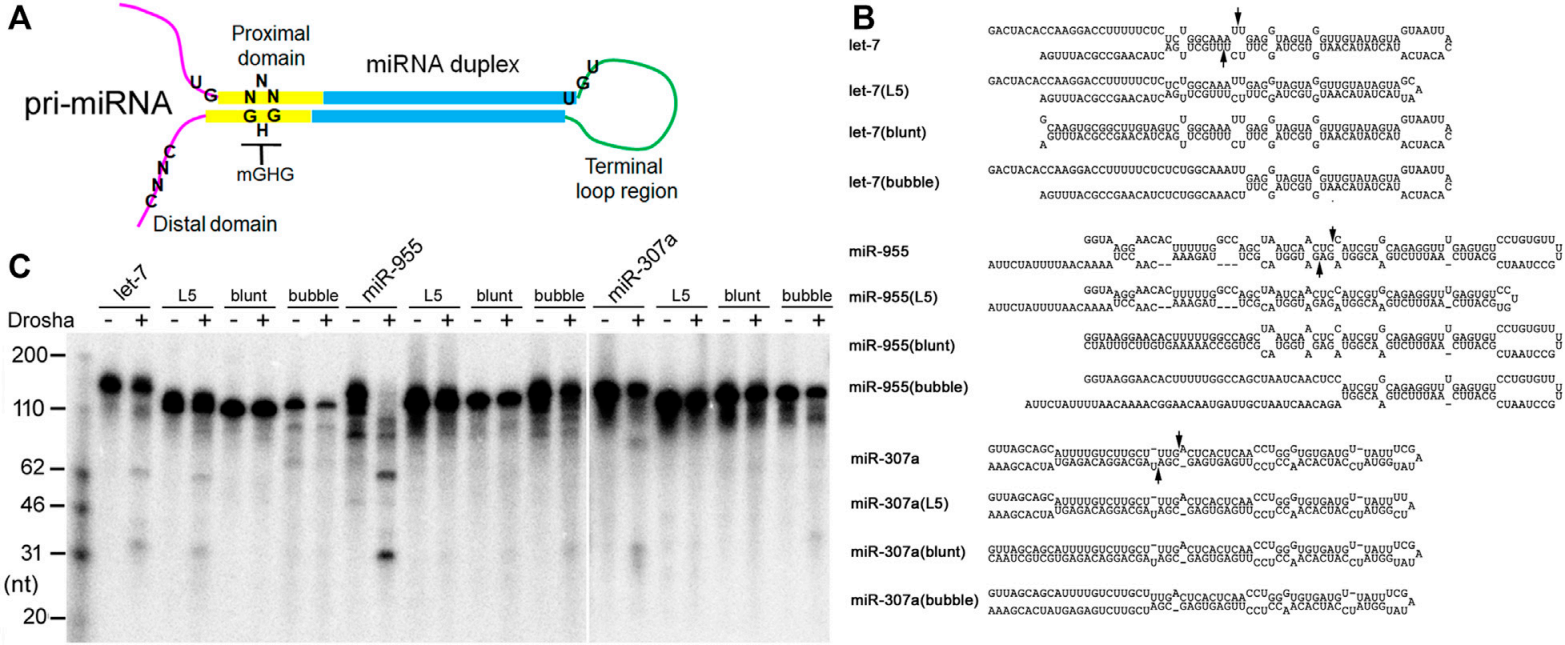
Pri-miRNA preferences by Drosha. **(A)** Schematics of an animal pri-miRNA. The important secondary structural features are shown, along with positions of the UG, UGU, mGHG, and CNNC motifs. **(B)** Predicted secondary structures of dme-pri-miRNAs and their mutants. Arrows point to Drosha cleavage sites predicted by miRBase. **(C)** Fruitfly Drosha processing of the dme-pri-miRNAs and their mutants. Positions of DNA markers are shown in the left.

Table 2 shows that ΔG of the proximal domain significantly (*p* < 0.05) and negatively correlated with cleavage by both zebrafish and fruitfly Drosha, and with miRNA expression *in vivo*. This is consistent with a stem requirement: the more stable the proximal domain, hence the lower ΔG, the higher the Drosha cleavage efficiencies and the higher the miRNA maturation in zebrafish and fruitflies. ΔG of the terminal loop region at the other end positively correlated with Drosha cleavage (Table 2), indicating preferences for a single-stranded RNA conformation: the higher ΔG, the less stable the terminal loop region, the more efficient Drosha cleavage. 

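In adult fruitflies, miRNAs with a more stable proximal domain had reads more often. Of 60 pri-miRNAs with a proximal ΔG at or below the median of -8.7 kcal/mol, 37 had reads (61.7%), and their median expression was 66.8 RPM. Of the 59 with a weaker proximal domain, 25 had reads (42.4%) and the median was 0 RPM. Pri-miR-277 had a proximal ΔG of -12.6 kcal/mol, pri-miR-7 of -15.1 kcal/mol and pri-miR-279 of -14.5 kcal/mol, all with abundant miRNAs. Bantam, at -4.6 kcal/mol, and miR-8, at -6 kcal/mol, were abundant with a weak proximal domain. Pri-miR-307a reached -14.3 kcal/mol without reads from its minus-strand locus.
Over 119 miRNAs the Spearman correlation coefficient was -0.234 (95% bootstrap interval -0.393 to -0.0660, two-sided permutation p = 0.0102). Adjusted over the 9 fruitfly ΔG features tested, p was 0.0458. The adjusted p was above 0.05 when miRNAs at 0 (coefficient -0.0697) or mirtrons (-0.214) were left out, with the Pearson correlation of log10 values (-0.194), and given conserved or unique class, over all loci (-0.215) and over plus-strand loci (-0.138).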

A relaxed terminal loop region also favored fruitfly Dicer (Table 2). These results are consistent with those in humans (Feng et al., 2011; Feng et al., 2012). ΔG of the distal domain positively correlated with cleavage by fruitfly Drosha, but not by zebrafish Drosha, and it also positively correlated with global fruitfly miRNA production (Table 2). It is well-established that Drosha requires single-stranded RNA in the distal domain (Zeng and Cullen, 2005; Han et al., 2006), even though we did not identify a positive correlation between ΔG of the distal domain and human Drosha processing, either (Feng et al., 2011). 

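Fruitfly miRNAs with a less stable distal domain were more abundant in adult flies. Of 57 pri-miRNAs with a distal ΔG above the median of -8.3 kcal/mol, 34 had reads (59.6%), with a median expression of 77.3 RPM. Of the other 62, 28 had reads (45.2%) and the median was 0 RPM. Pri-miR-276a had a distal ΔG of -1.8 kcal/mol, bantam of -3.9 kcal/mol and pri-miR-277 of -6 kcal/mol. Pri-let-7 and pri-miR-955, at -3.7 and -3.4 kcal/mol, were alike in the distal domain, while let-7 had 1304 reads and miR-955 had 1. Pri-miR-307a had a distal ΔG of -17.1 kcal/mol.
The Spearman correlation coefficient over 119 miRNAs was 0.275 (95% bootstrap interval 0.105 to 0.436, two-sided permutation p = 0.00265), with an adjusted p of 0.0238 over the same 9 features. The adjusted p was above 0.05 among miRNAs with reads alone (coefficient 0.295) and given conserved or unique class, over all loci (0.193) and over plus-strand loci (0.230).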

An explanation is that our human and zebrafish substrates have sufficiently flexible distal domains. 

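In adult fruitflies, the association of miRNA abundance with the stability of the duplex of 5p and 3p arms did not pass its test after adjustment. Of 63 pri-miRNA substrates with a duplex ΔG at or below the median of -25.9 kcal/mol, 36 had reads, with a median of 35.1 RPM, against 26 of 56 and a median of 0 RPM for the rest. Duplex ΔG in this set was -33.6 kcal/mol for miR-34, -32.5 kcal/mol for miR-276a and -29.7 kcal/mol for miR-317. It was -22.4 kcal/mol for miR-7 and -22.2 kcal/mol for miR-33, which were also abundant.
Over the 119 pri-miRNA substrates the Spearman correlation coefficient was -0.193 (two-sided permutation p = 0.036, adjusted p = 0.0811 over 9 ΔG features). Over the 120 pre-miRNA substrates it was -0.202 (two-sided permutation p = 0.026, adjusted p = 0.0781). Among miRNAs with reads alone the coefficients were -0.320 and -0.344 (adjusted permutation p = 0.0506 for both). The adjusted p fell below 0.05 with values below 10 reads set to 0 (-0.220 and -0.223) and with the Pearson correlation of log10 values (-0.223 and -0.245). Over plus-strand loci the coefficients were -0.397 and -0.390, and both had an adjusted p of 0.00441 from the same permutation test. Given conserved or unique class they were -0.134 and -0.142 over all loci (adjusted permutation p = 0.215 for both), and -0.282 and -0.266 over plus-strand loci (adjusted p = 0.0646 and 0.0786).

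**Figure D3:**
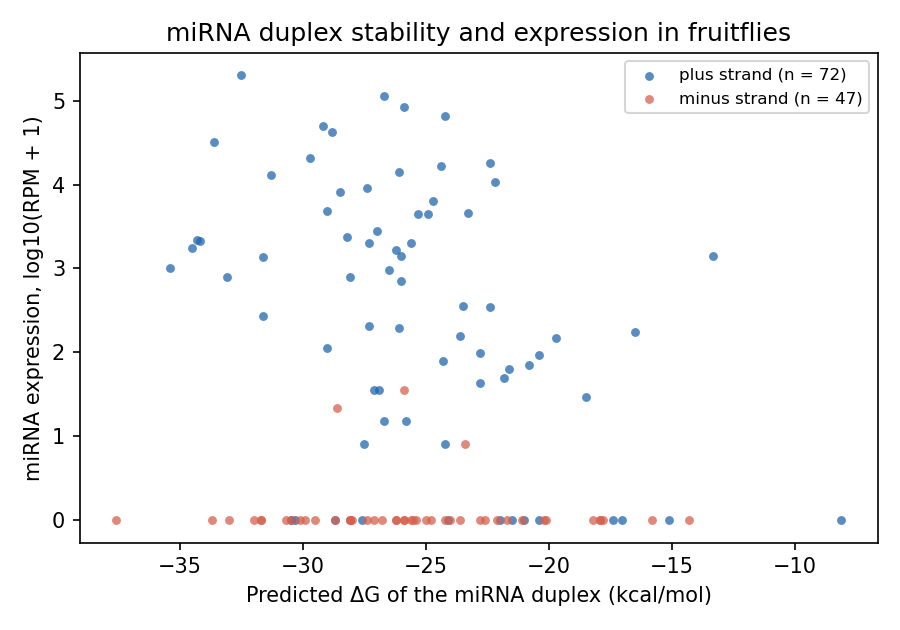
Predicted ΔG of the miRNA duplex (x-axis, kcal/mol) against miRNA expression (y-axis, log10 of RPM + 1) for the 119 pri-miRNA substrates, each point 1 miRNA, blue for plus-strand and red for minus-strand loci. Most of the 47 minus-strand loci lie at 0 over the whole range of ΔG.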

Lastly, a stable miRNA duplex moiety enhanced miRNA expression in zebrafish and fruitflies (*p* < 0.05, Table 2).

**TABLE 2:** Correlation between predicted RNA structures and miRNA cleavage or miRNA expression. Sample size (N), Spearman’s correlation coefficient (ρ), and *p* values are listed. Correlations with *p* < 0.05 are marked in red. Raw data are in Supplementary Tables S1–S4.

Structure (by ΔG, kcal/mol)	Dicer cleavage efficiency			Drosha cleavage efficiency			miRNA expression		
	N	ρ	*p*	N	ρ	*p*	N	ρ	*p*
dre-pre-miRNA	108	−0.022	0.825				106	−0.413	<0.0001
miRNA duplex	108	−0.092	0.344				106	−0.382	0.0001
Terminal loop region	108	0.168	0.081				106	−0.066	0.499
dre-pri-miRNA				112	−0.145	0.128	110	−0.360	0.0001
Distal domain				112	0.082	0.485	110	−0.090	0.352
Proximal domain				112	−0.301	0.001	110	−0.345	0.0002
miRNA duplex				112	−0.165	0.083	110	−0.357	0.0001
pre-miRNA				112	−0.049	0.606	110	−0.324	0.0006
Terminal loop region				112	0.202	0.033	110	0.118	0.219
dme-pre-miRNA	120	−0.058	0.531				120	−0.180	0.049
miRNA duplex	120	−0.161	0.080				120	−0.202	0.027
Terminal loop region	120	0.207	0.023				120	0.080	0.384
dme-pri-miRNA				119	−0.039	0.670	119	−0.119	0.198
Distal domain				119	0.299	0.001	119	0.275	0.003
Proximal domain				119	−0.202	0.028	119	−0.234	0.010
miRNA duplex				119	−0.189	0.040	119	−0.193	0.035
pre-miRNA				119	−0.078	0.401	119	−0.168	0.067
Terminal loop region				119	0.213	0.020	119	0.080	0.390

Substrate requirements of fruitfly Drosha had not been examined previously. Thus, to further confirm the RNA secondary structure preferences of fruitfly Drosha, we introduced mutations to dme-pri-let-7, dme-pri-miR-955, and dme-pri-miR-307a. As shown in Figure 5B, the “L5” mutants contained a smaller terminal loop region, the “blunt” mutants contained a basepaired distal domain, while the “bubble” mutants contained a prominently single-stranded proximal domain. Drosha cleaved all these mutants less efficiently than the wildtype pri-miRNAs (Figure 5C). The same results have been obtained with zebrafish Drosha (Li et al., 2019b). Together, our biochemical and bioinformatics analyses demonstrated that miRNA processing mechanisms are conserved from fruitflies to humans, that a stem feature in the proximal domain and flexibility in the terminal loop region are crucial determinants of Drosha processing, and that the proximal domain modulates genome-wide miRNA maturation *in vivo*.

### Impacts of Sequence Motifs on miRNA Processing and Expression

Besides the aforementioned structural features, subsets of pri-miRNAs also contain one or more sequence preferences, such as UG, UGU, mGHG, and CNNC, at different positions, which might help processing and specify Drosha cleavage sites (Figure 5A; Auyeung et al., 2013; Fang and Bartel, 2015; Kwon et al., 2019). These sequences had been mostly characterized using variants of select human miRNAs, so it is unknown how they contribute to endogenous miRNA processing and expression in humans or other species. To evaluate the roles of these sequences in authentic miRNAs at the genome level, we first examined how the presence of UG, UGU, or CNNC affected relative miRNA processing efficiencies and miRNA expression in fruitflies, zebrafish, and humans. The UG motif was deemed missing in insect miRNAs (Auyeung et al., 2013; Kwon et al., 2019), although we found a similarly small number of fruitfly miRNAs containing the UG or UGU motif (Figures 6A,B). The most consistent pattern was observed with human miRNAs that contained the UG or CNNC sequence being cleaved by Drosha more efficiently as well as expressed at a higher level than those without (Figures 6A,B, *p* < 0.05; Supplementary Table S5). 

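Neither UG nor CNNC set abundant fruitfly miRNAs apart from the rest in adult flies. Among 52 miRNAs with UG, which include the abundant miR-100, miR-133 at 8188 RPM and miR-125, 19 had reads (36.5%), against 68 of the 203 without it (33.5%). Of 112 miRNAs with CNNC, 39 had reads (34.8%), and miR-276a, miR-317 at 20818 RPM and miR-7 at 17887 RPM were the most abundant. Of 143 without CNNC, 48 had reads (33.6%), with miR-8, miR-1 and bantam at the top, the last at 66305 RPM. Among 29 miRNAs with UGU, 14 had reads (48.3%), led by miR-14, miR-9a at 16847 RPM and miR-9b at 5552 RPM. Without UGU, 73 of 226 had reads (32.3%).
The rank-biserial effect was 0.00663 for UG (two-sided permutation p = 0.931), 0.157 for UGU (p = 0.101, same permutation test) and 0.00674 for CNNC (p = 0.914, same permutation test). Adjusted over the 3 motifs, p was 0.931, 0.303 and 0.931. Among miRNAs with reads alone, the effects were -0.194 for UG, -0.0157 for UGU and -0.0497 for CNNC, and over plus-strand loci they were 0.00431, 0.170 and 0.0745.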

For fruitfly and zebrafish miRNAs, the UG and CNNC motifs had no significant impact on Drosha processing or miRNA expression levels *in vivo* (Figures 6A,B; Supplementary Tables S3, S4). The UGU motif had variable influences on zebrafish and human Drosha processing and miRNA expression (Figures 6A,B). We also tested if the presence of one or more of these three sequences might improve processing and miRNA expression. 

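In adult fruitflies, miRNA abundance did not rise detectably with the number of UG, UGU and CNNC motifs. Of 100 miRNAs without any of the motifs, 33 had reads, among them miR-8, miR-1 and bantam. The same held for 38 of 119 miRNAs with 1 motif and for 14 of 34 with 2 motifs. Both miRNAs with all 3 motifs had reads, miR-932 at 1012 RPM and miR-2499 with 1 read. The mean of log10(RPM + 1) was 0.96, 0.87, 1.10 and 1.96 for 0, 1, 2 and 3 motifs.
The Spearman correlation coefficient of motif number with expression was 0.0379 over 255 miRNAs (two-sided permutation p = 0.546). None of the 6 pairwise comparisons passed, with adjusted p from 0.296 to 0.793, and the comparisons with the 2 miRNAs holding 3 motifs used exact enumeration. The coefficient was -0.0949 among miRNAs with reads alone and 0.0883 over plus-strand loci.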

We observed an increase for only human miRNAs (Figures 6C,D; Supplementary Tables S3–S5). The UGU motif had no effect on pre-miRNA processing by Dicer (Figure 6E; Supplementary Tables S1, S2, S5).

**FIGURE 6:**
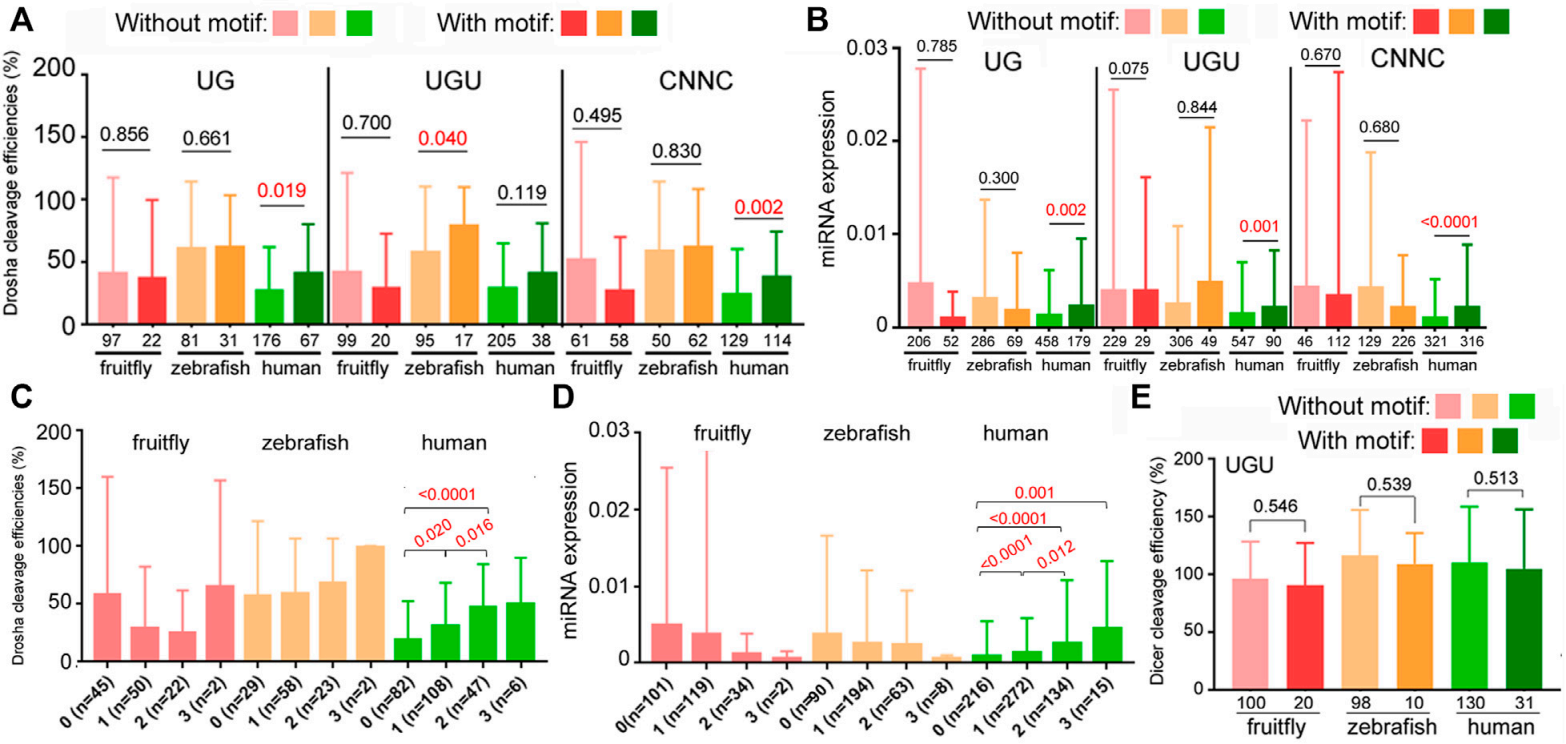
Contributions by UG, UGU, and CNNC motifs to Drosha processing and miRNA expression. **(A)** Comparison of relative Drosha cleavage efficiencies (y-axis) of fruitfly, zebrafish, and human pri-miRNAs with or without the UG, UGU, or CNNC motif (listed on top). Different colors represent different species (x-axis). Columns on the left represent miRNAs without the sequence motif, those on the right with the motif. Integers underneath the columns indicate numbers of miRNAs in the categories. Averages and standard deviations are shown, and the *P* values shown above the columns, with those <0.05 in red. **(B)** Normalized expression (y-axis) of fruitfly, zebrafish, and human miRNAs (x-axis) with or without the UG, UGU, or CNNC motif (on top). Labels are the same as in **(A)**. **(C)** Comparison of relative Drosha cleavage efficiencies (y-axis) of fruitfly, zebrafish, and human pri-miRNAs with 0, 1, 2, or 3 of the UG, UGU, and/or CNNC motifs (x-axis). Labeling is the same as in **(A)**. The various categories are indicated at the bottom, with numbers of the miRNAs listed in parentheses. **(D)** Normalized expression (y-axis) of fruitfly, zebrafish, and human miRNAs with 0, 1, 2, or 3 of the UG, UGU, and/or CNNC motifs (x-axis). Labels are the same as in **(C)**. **(E)** Comparison of relative Dicer cleavage efficiencies (y-axis) of fruitfly, zebrafish, and human pre-miRNAs with or without the UGU motif. Different colors represent different species (x-axis). Columns on the left represent miRNAs without the sequence motif, those on the right with the motif. Integers underneath the columns indicate numbers of miRNAs in the categories. Averages and standard deviations are shown, and the *P* values indicated above the columns.

We then examined the contribution by mGHG. Kwon et al. (2019) assigned mGHG scores to different human miRNAs, and based on the same formula we calculated the scores for fruitfly and zebrafish miRNAs. 

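Fruitfly miRNAs with a higher mGHG score, a measure of how well the lower stem matches the mismatched GHG motif, were more abundant in adult flies. Of 75 miRNAs with a score above the median of 35.6, 33 had reads (44.0%), against 25 of the 82 at or below it (30.5%). Of the 5 best Drosha substrates, miR-92a scored 86.5, miR-988 60.3, miR-279 68.3 and miR-995 87.7, and miR-965 has no score. miR-7 scored 86.5 as well, miR-317 scored 74.7 and let-7 scored 59.0. miR-133, with a score of 9.34, and miR-100, with 30.8, were abundant at low scores. miR-307a, with 2.27, had no reads, but lies on the minus strand, where few loci had any.
The Spearman correlation coefficient with expression was 0.215 over 157 miRNAs (95% bootstrap interval 0.0520 to 0.367, two-sided permutation p = 0.00682). The median score was 39.5 for the 103 conserved and 31.6 for the 54 unique miRNAs with a score. Given this class, the coefficient was 0.139 (two-sided permutation p = 0.1), and over plus-strand loci alone it was 0.410 (two-sided permutation p = 0.00027). With both the plus strand and the class given, it was 0.241 (two-sided permutation p = 0.0526).

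**Figure D4:**
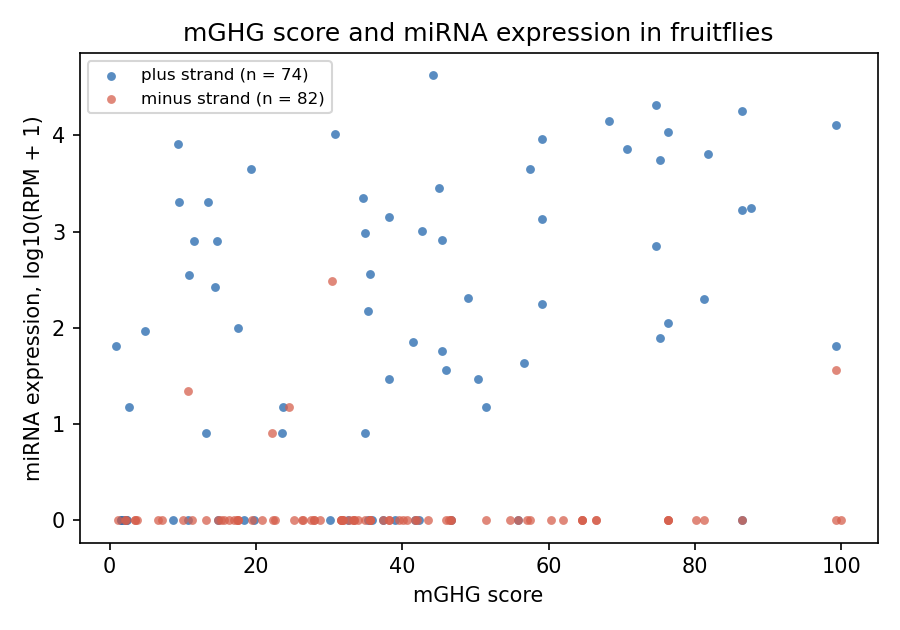
mGHG score (x-axis) against miRNA expression (y-axis, log10 of RPM + 1) for the fruitfly miRNAs with a score and a known strand, each point 1 miRNA, blue for the 74 plus-strand and red for the 82 minus-strand loci. miRNAs without reads lie along the bottom.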

In all three organisms the relative Drosha cleavage efficiencies as well as miRNA expression correlated positively and significantly with mGHG scores (Table 3). Thus, mGHG is an evolutionarily conserved feature in pri-miRNAs that enhances and regulates Drosha processing and miRNA expression *in vivo*. Our analyses did not examine how mGHG or other motifs affected cleavage site selection.

**TABLE 3:** Correlation between mGHG scores and miRNA cleavage or miRNA expression. Sample size (N), Spearman’s correlation coefficient (ρ), and *P* values are listed. Raw data are presented in Supplementary Tables S3-S5.

Species	Drosha cleavage efficiency			miRNA expression		
	N	ρ	*p*	N	ρ	*p*
Fruitfly	91	0.283	0.006	157	0.215	0.007
Zebrafish	91	0.261	0.012	283	0.128	0.032
Human	169	0.258	0.001	459	0.189	<0.0001

## Discussion

In this study we examined the cleavage of hundreds of zebrafish and fruitfly pre-miRNAs and pri-miRNAs by Dicer and Drosha, respectively. We showed that both Dicer and Drosha discriminate their substrates *in vitro*, but only the preference of Drosha correlates with global, differential miRNA expression *in vivo*. We identified distinct structural features and sequence motifs that enhance miRNA processing and miRNA biogenesis at the genome-wide scale in animal species. We concluded that miRNA processing mechanisms are conserved from fruitflies to humans, so is the functional consequence of differential cleavage by Drosha, hence relative specificity in general, in regulating miRNA expression.

When an E has many interacting partners or substrates, it is reasonable to assume that it will not treat them equally, although explicit reports are scant. As Figures 2, 3 and Supplementary Tables S1–S4 show, zebrafish and fruitfly Dicer and Drosha cleave their respective miRNA substrates with varying efficiencies. Yet in both organisms only differential cleavage, i.e., relative specificity, by Drosha significantly and positively correlates with endogenous miRNA expression (Table 1). While the correlation coefficients are low, we note that Drosha cleavage efficiencies were measured *in vitro*, using substrates much shorter than endogenous pri-miRNAs, contributions by many proteins known to influence the processing of individual miRNAs were ignored, and noises in the processing and miRNA expression data always lead to underestimation of the coefficients (Csardi et al., 2015). Finding a significant correlation explainable by the biochemical mechanism of miRNA processing was, therefore, never a given. Most importantly, our present, comparative results are consistent with those obtained for human Dicer and Drosha (Feng et al., 2011; Feng et al., 2012). As shown in humans (Feng et al., 2011), conserved zebrafish and fruitfly miRNAs are also better Drosha substrates and more highly expressed, indicating miRNA processing and, hence, production have been under selection (Figures 4A,B). Thus, by examining a large number of substrates at once, we aimed for the general trend and scope, whereas consistency of the results across species indicates minimal sampling or data bias. Together, these data show that both relative specificity in miRNA processing and the relative contribution by Drosha and Dicer to differential miRNA expression are conserved.

To elucidate how relative specificity arises, we showed that the proximal domain and terminal loop region significantly impact how efficiently the zebrafish and fruitfly Drosha cleaves pri-miRNAs, and that a relatively large terminal loop enhances fruitfly Dicer activity (Table 2). As the human counterparts have the same preferences (Feng et al., 2011; Feng et al., 2012), how Drosha and Dicer interact with and select their substrates has been conserved through evolution, even though the fruitfly and human orthologs share only 37–50% identity (Li et al., 2019b). A requirement for single-stranded RNA conformation has also been identified for the distal domain in human pri-miRNAs (Zeng and Cullen, 2005; Han et al., 2006), although correlation analyses reveal only a significant link between the distal domain and relative cleavage efficiencies or miRNA expression in fruitflies (Table 2), but not in humans (Feng et al., 2011) or zebrafish (Table 2). This may be partly because we designed those substrates with an open distal domain already. 

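Fruitfly miRNAs with a more relaxed terminal loop region were about as often detected in adult flies as the others. Of 57 pri-miRNA substrates with a terminal loop ΔG above the median of 4.4 kcal/mol, 30 had reads (52.6%), against 32 of the other 62 (51.6%). Among abundant miRNAs, terminal loop ΔG was 2.3 kcal/mol for miR-1, 5.3 kcal/mol for miR-276a and 6.5 kcal/mol for miR-8. It was 7 kcal/mol for miR-955, which had 1 read.
The Spearman correlation coefficient with expression was 0.0795 over the 119 pri-miRNA substrates (two-sided permutation p = 0.387) and 0.0802 over the 120 pre-miRNA substrates (two-sided permutation p = 0.383), with an adjusted p of 0.387 for both. Over plus-strand loci the coefficients were 0.143 and 0.159. The whole pri-miRNA gave -0.119 (two-sided permutation p = 0.197), and -0.00521 among miRNAs with reads alone. The pre-miRNA gave -0.168 in the set tested with Drosha and -0.180 in the set tested with Dicer, with adjusted p of 0.101 and 0.0885. These were -0.289 and -0.259 among miRNAs with reads alone (adjusted permutation p = 0.0512 and 0.0814), -0.198 and -0.199 with values below 10 reads set to 0 (adjusted permutation p = 0.0475 for both), and over plus-strand loci -0.340 and -0.339, with adjusted p of 0.0081 and 0.00821. With conserved or unique class given as well, the plus-strand coefficients of the pre-miRNA were -0.291 and -0.246 (adjusted permutation p = 0.0646 and 0.0793), and those of the terminal loop were -0.00245 and 0.0400.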

Compared to the results in humans (Feng et al., 2011), we also found miRNA expression in zebrafish and fruitflies significantly associates with a stable proximal domain, although not with the terminal loop (Table 2). Because miRNAs and miRNAs* have isoforms, and their 5′ and 3′ ends are not as well defined in zebrafish and fruitflies as in humans, our lesser ability to demarcate the terminal loop regions might be a compounding factor.

In addition to the secondary structure features, we also examined the roles of sequence motifs first identified in certain human pri-miRNAs, as it had not been determined previously whether these motifs influence endogenous miRNA biogenesis or whether they function in species other than humans (Auyeung et al., 2013; Fang and Bartel, 2015; Kwon et al., 2019). Figure 6 shows the positive effects of the UG and CNNC motifs on human Drosha processing and miRNA expression. The mGHG motif is more prevalent in animal pri-miRNAs and facilitates Drosha processing as well as miRNA expression from fruitflies to humans (Table 3). The basic architecture of animal pri-miRNAs is similar, but species-specific miRNA biogenesis has been suggested for worms and, to a lesser extent, fruitflies (Auyeung et al., 2013), raising the question of how well miRNA processing is conserved. Our studies show for the first time that fruitflies prefer the same secondary structures and mGHG motif for pri-miRNA processing and miRNA expression (Tables 2, 3; Figure 5), indicating the general conservation of miRNA processing mechanisms.

It has been proposed that Drosha, an essential RNase in the production of canonical miRNAs, by differentially cleaving its myriad substrates, further regulates genome-wide miRNA expression (Feng et al., 2011; Conrad et al., 2014, and this study). Interestingly, such a regulatory role is not ascribed to Dicer, which also cleaves some pre-miRNAs better than others. Once transcribed, pri-miRNAs may have multiple fates, serving as intermediates for miRNAs, mRNAs, or other non-coding RNAs (Bartel, 2018). As Drosha can digest pri-miRNAs co-transcriptionally (Morlando et al., 2008), and the cleavage of pri-miRNAs initiates the irreversible step in miRNA biogenesis, it makes sense that the differential cleavage activity of Drosha would dominate. And compared to Dicer, Drosha recognizes a much larger RNA substrate, with its activity more sensitive to the combined RNA features. Consistent with this explanation, pri-miRNAs differ greatly in their susceptibility to Drosha *in vitro*, whereas Dicer was able to cleave all the pre-miRNAs, with smaller variations in efficiencies (Figure 3; Supplementary Tables S1–S4). Nonetheless, Dicer may still play a secondary, global role, or by acting with specific RNA-binding proteins modulate the expression of individual miRNAs. We conclude that differential processing serves an important function in regulating miRNA expression, and the principle of relative specificity is evolutionarily conserved.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE163852.

## Abbreviations

miRNA, microRNA; RNase, ribonuclease; pri-miRNA, primary microRNA; pre-miRNA, precursor microRNA; nt, nucleotide.

How the deposited data were processed for this re-analysis (not part of the article)

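Small RNA from adult fruitflies was measured in 1 library, and a second library of the same series measured mRNA. Neither has a replicate. The paper uses the small RNA library, and its text describes no mRNA library. Sex, strain and the number of flies per library are not given in the sources used here. The zebrafish and human expression data were not analysed here, and neither were the gels behind the cleavage efficiencies.

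For the small RNA library, the authors clipped the adaptor with Cutadapt, trimmed with trimmomatic and aligned the reads to miRBase with miRDeep2. The submitters' processing notes for the series also list CASAVA and HISAT2, which were not split by library here. The miRBase release is not given in the sources used here. The deposited table holds counts (reads per mature sequence) and RPM made by the authors. Counts summed to 139339 over 480 IDs. The ratio of RPM to counts lay between 7.0267 and 7.03 in every ID with reads, which corresponds to a total of 142282 reads, 2943 more than the listed ones. Of the IDs, 466 carry a miRBase name and hold 114748 reads, and 14 carry only a number. At this depth 3 reads, the one-sided 95% limit for a count of 0, equal 21.1 RPM. Confidence intervals of shares are two-sided and exact (Clopper-Pearson) at 95% and cover counting error only.

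For the mRNA library, the deposited table holds counts, TPM and FPKM per transcript, made by the authors. The authors' deposited counts per transcript are whole numbers without normalization and were taken as rounded expected counts, since isoforms of a gene with overlapping positions carried very different values. The counting tool, genome build and annotation are not given in the sources used here. The table lists 34736 transcripts of 17698 genes, and the counts summed to 26179479. TPM was summed over the transcripts of a gene. FPKM was only checked for being proportional to TPM. Symbols were found for 17559 genes (99.2%). Starts and ends were those of the RefSeq gene table for 257 of 257 miRNA genes and for 17394 of 17521 genes (99.3%), so positions are given as in Release 6.

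Relative Drosha and Dicer cleavage efficiencies, Mfold ΔG, motif assignments, mGHG scores and the conserved or unique class came from the paper's supplementary tables, with conserved meaning that a family name is given. The values of expression in those tables equalled the deposited ones for 119 of 119 Drosha and 120 of 120 Dicer substrates, and for 254 of 256 miRNAs in the table of all miRNAs. Of the 258 miRNAs in that table, 2 had no value in the deposited file and were left out. Strand comparisons cover the 255 loci with both a position and a value.

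Correlations across miRNAs were Spearman coefficients, and groups were compared by the Mann-Whitney statistic, as the paper's methods name. Both were tested two-sided with 100000 permutations, by exact enumeration where a group had fewer than 10 miRNAs, and Kendall's tau with 10000 permutations. Standard errors and 95% intervals came from 2000 bootstrap resamples over miRNAs. The threshold was 0.05. Benjamini-Hochberg adjustment covered the 9 ΔG features, the 3 motifs and the 6 pairs of motif numbers, and these results were set against the threshold by their adjusted p. All others were set against it by their unadjusted p, and for Drosha cleavage a p adjusted over the 2 enzymes is given beside it. Means used log10(RPM + 1). The difference between the enzymes was tested by exchanging their ranks within each of 113 miRNAs. miRNAs were named by a fixed rule: those the paper names, the 10 most abundant arms, the 5 best Drosha substrates, the 5 most abundant with a Drosha efficiency of 0, the 3 most abundant of each class compared, and those whose values in the paper's tables and the deposited file differ. Expression values in the paper's tables had been seen when this rule was written. miRNAs named as examples of ΔG or mGHG scores were picked from these after their values had been seen. Lists of genes by tissue and pathway were fixed in advance.

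The tests were tried on simulated data. Over 400 simulated sets of 119 miRNAs with 1000 permutations each, 3.25% had p under 0.05 without a correlation, 54.8% with a set correlation of 0.2 and 100% with 0.4. For 256 miRNAs in classes, 5.5% had p under 0.05 without a shift and 100% with a shift of 1 on the log10 scale. The simulated shift also moved miRNAs at 0, and the simulated feature had no ties, whereas 56 of the 119 Drosha values are 0. These shares therefore do not give the power of the tests in the real data.

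Alternatives covered the supplementary table's values, the more abundant arm alone, miRNAs at 0 left out, values below 10 reads set to 0, shared arms divided among precursors, mirtrons (miR-1003 to miR-1017) left out, Kendall and Pearson coefficients, and correlations given the conserved or unique class. Loci on the plus strand alone, that setting with the class given, and 200 Poisson redraws of the reads were added after the data had been seen. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.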

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

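The tests of strand by chromosome arm, of depth, of the IDs without a miRBase name and over plus-strand loci were chosen after the results had been seen.

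miRNA loci on the minus strand held few reads, with 1.76% of the reads of loci with a known strand, and 0.0665% without arms that several loci share. Low sequencing depth is argued against, since the lower bound of the share of conserved plus-strand loci with reads was 83.0% and the upper bound on the minus strand was 17.0%. Less transcription of the genes that hold minus-strand loci is argued against by a test set before its result was seen, since the median TPM of host genes was 21.6 on the minus and 22.6 on the plus strand, a ratio of 0.958 (95% bootstrap interval 0.436 to 2.82), and among loci whose host stood at or above 1 TPM, 2 of 75 on the minus and 40 of 73 on the plus strand had reads. Less transcription of minus-strand miRNAs from promoters of their own, which was not measured, stays open, because host level did not follow miRNA level on the plus strand (Spearman coefficient -0.267). A loss of minus-strand reads in the counting may also account for the pattern and cannot be told apart from such transcription. The share of loci with reads was lower on the minus strand in 5 of 5 chromosome arms, but the overall shares alone would give this in 99.99% of draws. Apart from the level of host genes, no biological explanation was tested.

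The paper does not report on the 14 IDs that carry a number and no miRBase name, each a mature or star sequence of a hairpin, and they held 24591 reads. The mature sequence of hairpin 1 had 19154 reads, that of hairpin 6 had 4632, the star of hairpin 1 had 710, the mature sequence of hairpin 3 had 65 and that of hairpin 2 had 21. Only 7 such hairpins had reads, too few to hold all of the 60 conserved minus-strand miRNAs without reads. Whether some of these miRNAs could have been counted there, under 17.6% of the reads, cannot be told apart from other sources, because the file gives no sequence or position for these IDs.

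Drosha cleavage had an unadjusted permutation p of 0.0285 against expression, which was 0.057 adjusted over both enzymes, and Dicer cleavage one of 0.451, but the difference between the coefficients, 0.120, had a permutation p of 0.286. A share of the Drosha correlation may come from conserved miRNAs being both better Drosha substrates and more abundant: the median cleavage was 14.4% for 99 conserved and 0% for 20 unique miRNAs, and given this class the coefficient was 0.0890 (bootstrap SE 0.0942). Its interval, -0.0923 to 0.274, still holds the coefficient without the class. If minus-strand reads were lost, this could also hide a correlation with Dicer cleavage. The Dicer coefficient was 0.220 over 70 plus-strand loci (interval -0.0111 to 0.430) and 0.106 with the class given as well. Drosha gave 0.273 and 0.0586 in these settings, and the values do not decide the question. No biological explanation was tested.

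miR-13b-3p held 1979 reads that the paper's table does not count.

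The paper's text does not describe the mRNA library, in which members of the following lists stood at or above 1 TPM. For tissues, these were 10 of 10 eggshell genes, 3 of 3 yolk protein genes, 11 of 11 matched testis genes, 10 of 10 male accessory gland genes, 8 of 8 muscle genes, 10 of 10 eye and neuron genes, 6 of 7 gut genes and 2 of 6 larval genes. For pathways, they were 7 of 7 miRNA, 4 of 4 siRNA and 14 of 14 piRNA genes.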

How the results depend on the processing

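The settings restricted to plus-strand loci, the redraws of reads and most settings of the conserved and unique comparison were chosen after the data had been seen, and the others before the deposited data were examined. Expression values in the paper's tables, equal to the deposited ones for 254 of 256 miRNAs, had been seen when the naming rule was written. The settings may therefore not have been blind to these values. Of 149 alternatives set before the deposited data were examined, 122 kept the result. This meant the same direction and side of the threshold. For 3 settings of the gene lists, without a p, it meant a number of detected genes within 1.5 times the main one. Another 11 lost the threshold, 8 newly passed it and 8 turned direction. Of the 38 added ones, these numbers were 28, 4, 5 and 1. Some of the 122 were no test of robustness, because the setting left the coefficient unchanged. This held for the supplementary table's values and divided shared arms with Drosha, Dicer, all ΔG features, mGHG and the enzyme difference. Leaving out mirtrons likewise changed nothing for mGHG. Drosha, Dicer, mGHG and host correlations are judged here by unadjusted p, and with p adjusted over both enzymes Drosha (0.057) did not pass at the outset. Where a value moved, the cause was not tested.

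With miRNAs at 0 left out, the coefficients were 0.0545 for Drosha cleavage, 0.295 for distal ΔG and -0.0697 for proximal ΔG, all without passing. They grew to -0.320 and -0.344 for duplex ΔG, -0.289 and -0.259 for pre-miRNA ΔG and 0.137 for Dicer, also without passing. The direction turned for the number of motifs (-0.0949), UG (-0.194), UGU (-0.0157), CNNC (-0.0497) and the Drosha minus Dicer difference (-0.0203). With values below 10 reads set to 0, Drosha (0.175) no longer passed, UG turned (-0.0302), and duplex ΔG (-0.220 and -0.223) and pre-miRNA ΔG (-0.198 and -0.199) newly passed. With the Pearson correlation, Drosha (0.131) and proximal ΔG (-0.194) no longer passed, and duplex ΔG (-0.223 and -0.245) and pre-miRNA ΔG of the Dicer set (-0.220) newly passed. Given conserved or unique class, Drosha (0.0890), distal ΔG (0.193), proximal ΔG (-0.215) and mGHG (0.139) no longer passed, and Dicer turned (-0.0245). Without mirtrons, proximal ΔG (-0.214) no longer passed. Among cleaved pri-miRNAs, Drosha turned (-0.0280). With 1 value per host gene, the host correlation (-0.159) newly passed.

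Over plus-strand loci, duplex ΔG (-0.397 and -0.390), pre-miRNA ΔG (-0.340 and -0.339) and the host correlation (-0.267) newly passed. With the class given as well, Drosha (0.0586), mGHG (0.241), distal ΔG (0.230) and proximal ΔG (-0.138) no longer passed, duplex and pre-miRNA ΔG did not pass, and terminal loop ΔG of the Drosha set turned (-0.00245). Redrawn reads gave 0.172 to 0.223 for Drosha, 0.0520 to 0.0924 for Dicer and 0.206 to 0.250 for mGHG. No replicate could be left out and no paired analysis was possible, because each library stands alone.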

Differences from the paper's values

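For correlations, a difference was judged against the bootstrap standard error over miRNAs, since there are no replicates. The number of fruitfly miRNAs without CNNC in the comparison of expression was 143, and the paper's is about 46 in Fig. 6B, read by eye. Of the alternatives set before the deposited data were examined, leaving out miRNAs at 0 gave 48, within 1.5 times the paper's number, and with it the miRNAs with CNNC fell to 39, whereas 112, the number that matches the figure, held with the miRNAs at 0 kept. Leaving out mirtrons gave 133 without CNNC, and the supplementary table's values, the more abundant arm alone, values below 10 reads set to 0 and divided shared arms each gave 143, so these 5 do not reach the paper's number. The paper's supplementary table itself lists 144 miRNAs without and 112 with CNNC, including 1 miRNA, miR-11182, with no value in the deposited file.

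For miR-13b-1 and miR-13b-2, the paper's supplementary table gives 0 and 70.3 RPM, and the deposited file gives 13909 and 13979 RPM when the shared arm miR-13b-3p is counted for each.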

Other observations

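The levels of gene lists and the host gene correlation were planned, and the comparison of all genes by strand and the host correlation over plus-strand loci were added after the data had been seen. The mRNA library held transcripts from the lists of female and of male reproductive tissue. Eggshell genes reached 1361 TPM for Vm34Ca, 874.9 TPM for Vm26Aa and 520.3 TPM for Vm26Ab, and the yolk protein genes Yp1, Yp2 and Yp3 stood at 913.5, 652.3 and 542.9 TPM. Sperm genes of the testis reached 933.9 TPM for Mst87F, 573.8 TPM for Mst84Db and 541.6 TPM for Mst84Da, and seminal fluid genes of the accessory gland reached 1329 TPM for Acp95EF, 758.6 TPM for Acp53Ea and 682.9 TPM for Acp98AB. Muscle genes were led by Mlc2 at 576.2, Mf at 570.0 and Act57B at 507.4 TPM, eye and neuron genes by the rhodopsins ninaE at 1671, Rh3 at 121.2 and Rh4 at 63.3 TPM, and gut genes by the proteases alphaTry at 510.8, Jon65Aiii at 291.6 and Jon99Ciii at 174.8 TPM. Larval genes were low, with Lsp1beta at 2.62, Lsp1gamma at 1.74 and Sgs8 at 0.54 TPM. Among genes of the miRNA pathway, gw stood at 191.8, loqs at 68.2, Ranbp21 at 42.8, AGO1 at 41.2, pasha at 29.1, drosha at 27.8 and Dcr-1 at 23.5 TPM. The highest siRNA pathway genes were AGO2 at 79.4, r2d2 at 54.6 and Dcr-2 at 26.8 TPM, and the highest piRNA pathway genes were del at 80.0, mael at 77.4 and AGO3 at 76.0 TPM.

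Each member of the 2 clusters on the plus strand described here had reads, although miR-979 had 1 and miR-975 had 2, fewer than the 3 reads that a count of 0 allows. In the X-linked testis cluster, miR-978 stood at 112.4, miR-976 at 91.4 and miR-977 at 77.3 RPM, and in the cluster of miR-959 to miR-964, with at least 10 reads for each of 6 miRNAs, miR-960 stood at 969.9, miR-964 at 203.8 and miR-959 at 175.7 RPM. The 4 miRNAs of the cluster from miR-310 to miR-313 lie on the minus strand, as do the 8 of the early embryo cluster, and none had reads. For the early embryo cluster, strand and the adult stage of the library cannot be told apart. Of the ovary miRNAs, miR-318 and miR-994, the latter at 2811 RPM, lie on the plus strand, and miR-989, on the minus strand, had no reads. Of 15 mirtrons, 7 lie on the plus and 8 on the minus strand. The 6 with reads all lie on the plus strand, with miR-1010 at 920.7, miR-1003 at 168.7 and miR-1017 at 91.4 RPM. None of the 8 on the minus strand had reads.

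A host was taken as the shortest other gene whose span on the same strand holds the locus. For miR-276a, miR-8 and miR-1 this was a long non-coding RNA, at 1.03, 1.81 and 0.15 TPM, unlike the hosts of miR-7 and miR-92a below. Whether such an RNA is the primary transcript of the miRNA was not tested, so the coefficients may mix 2 kinds of host. The level of a host gene did not pass a test against that of the miRNA inside it. The Spearman coefficient was -0.105 over 182 loci (two-sided permutation p = 0.156). With 1 value per host gene it was -0.159 (two-sided permutation p = 0.0472), and over 84 plus-strand loci -0.267 (two-sided permutation p = 0.0147). Of all genes, 75.6% on the plus and 76.3% on the minus strand stood at or above 1 TPM. On the plus strand, miR-7 lies in HnRNP-K, at 108.8 TPM, and miR-92a in jigr1, at 183.9 TPM. On the minus strand, miR-308 lies in the ribosomal protein gene RpS23, at 2837 TPM, and miR-988 in Prp8, at 87.7 TPM, and neither had reads. These hosts were picked after their values had been seen.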
